# hHGF Overexpression in Myoblast Sheets Enhances Their Angiogenic Potential in Rat Chronic Heart Failure

**DOI:** 10.1371/journal.pone.0019161

**Published:** 2011-04-26

**Authors:** Antti Siltanen, Katsukiyo Kitabayashi, Päivi Lakkisto, Johanna Mäkelä, Tommi Pätilä, Masamichi Ono, Ilkka Tikkanen, Yoshiki Sawa, Esko Kankuri, Ari Harjula

## Abstract

After severe myocardial infarction (MI), heart failure results from ischemia, fibrosis, and remodeling. A promising therapy to enhance cardiac function and induce therapeutic angiogenesis via a paracrine mechanism in MI is myoblast sheet transplantation. We hypothesized that in a rat model of MI-induced chronic heart failure, this therapy could be further improved by overexpression of the antiapoptotic, antifibrotic, and proangiogenic hepatocyte growth factor (HGF) in the myoblast sheets. We studied the ability of wild type (L6-WT) and human HGF-expressing (L6-HGF) L6 myoblast sheet-derived paracrine factors to stimulate cardiomyocyte, endothelial cell, or smooth muscle cell migration in culture. Further, we studied the autocrine effect of hHGF-expression on myoblast gene expression profiles by use of microarray analysis. We induced MI in Wistar rats by left anterior descending coronary artery (LAD) ligation and allowed heart failure to develop for 4 weeks. Thereafter, we administered L6-WT (n = 15) or L6-HGF (n = 16) myoblast sheet therapy. Control rats (n = 13) underwent LAD ligation and rethoracotomy without therapy, and five rats underwent a sham operation in both surgeries. We evaluated cardiac function with echocardiography at 2 and 4 weeks after therapy, and analyzed cardiac angiogenesis and left ventricular architecture from histological sections at 4 weeks. Paracrine mediators from L6-HGF myoblast sheets effectively induced migration of cardiac endothelial and smooth muscle cells but not cardiomyocytes. Microarray data revealed that hHGF-expression modulated myoblast gene expression. *In vivo*, L6-HGF sheet therapy effectively stimulated angiogenesis in the infarcted and non-infarcted areas. Both L6-WT and L6-HGF therapies enhanced cardiac function and inhibited remodeling in a similar fashion. In conclusion, L6-HGF therapy effectively induced angiogenesis in the chronically failing heart. Cardiac function, however, was not further enhanced by hHGF expression.

## Introduction

The quiescent post-inflammatory scar tissue after myocardial infarction (MI) impairs cardiac function and restricts ventricular dilatation. In a chronic situation, the active processes such as inflammation, cell death and necrosis, proteolytic activity, and overall tissue response to ischemia have gradually ended, and the tissue has become fibrotic, quiescent, and dysfunctional. In chronic heart failure (HF), regeneration of such fibroblast- and collagen-rich scar tissue depleted of myocytes has proved to be an extensive task for pharmacological or cellular therapy.

Hepatocyte growth factor (HGF) is a pleiotropic cytokine that induces mitogenesis, motogenesis, and morphogenesis [1]. In the heart, acute myocardial infarction [2], ischemia reperfusion injury [3], and congestive heart failure [4] induce expression of HGF. In myocardial ischemia, HGF has been suggested to counteract damage and to mediate a regenerative response [5]. Extensive research has focused on the beneficial effect of HGF in the acute early stages of MI; little is known, however, about the role HGF plays in the chronic stage of HF.

Cell therapy has shown promise as an alternative to heart transplantation [6]. Furthermore, transplantation of cells such as myoblasts as epicardially deposited sheets has proven a method of cell delivery superior to invasive intramyocardial injections [7], [8]. We recently showed that the effect of myoblast sheets can be further enhanced by gene therapy, and that after MI, in both acute and chronic HF their therapeutic effect is mainly mediated through production of paracrine mediators [9], [10]. Moreover, our results showed that preventing Bcl-2-dependent cell death can prolong and intensify this production of paracrine effectors from the sheets. We also identified the factors released from the sheets and demonstrated that their prolonged production induced angiogenesis in the ischemic myocardium, inhibited fibrosis, reduced ventricular dilation, and enhanced cardiac function [9]. We demonstrated that the Bcl-2-expressing myoblast sheets secreted increased amounts of vascular endothelial growth factor (VEGF) and placental growth factor (PlGF) than did the wild type sheets, and that the angiogenic responses stimulated by myoblast sheets were mediated via the Flk1/Flt1 signaling pathway [9], [10]. In addition to the VEGF family of cytokines, HGF has been demonstrated after MI to reduce fibrosis and ventricular remodeling [5], and to enhance angiogenesis [11]. Intriguingly, these are the same characteristics as were identified to be the important therapeutic components of myoblast sheet therapy [9]. Such common characteristic mechanisms suggested to us that synergism could exist between myoblast sheets and *hgf* gene therapy in treatment of HF.

In this study, our aim was to evaluate the therapeutic value of HGF production from epicardially deposited myoblast sheets in chronic HF. We hypothesized that enhancing the production of HGF from myoblast sheets would induce a synergistic therapeutic effect between the overexpressed HGF and the other cytokines, such as VEGF and PlGF, released from myoblast sheets. Moreover, HGF therapy might help reduce remodeling and fibrosis as well as increase blood flow to improve graft survival and functionality.

## Materials and Methods

### Cell culture and sheets

Myoblast cell culturing and sheet fabrication followed the method previously described [9]. The L6 rat skeletal myoblast cell line came from the American Type Culture Collection (CRL-1458, Manassas, VA) with cells at passages 5 to 15 used for experiments. We engineered myoblast cell sheets by plating 6×10^6^ myoblasts on thermoreactive cell culture dishes (CellSeed, Tokyo, Japan) for 16 hours. Intact myoblast sheets detached spontaneously from culture dishes at room temperature and were harvested for transplantation. To study the effect of paracrine mediators secreted by myoblast sheets, we washed the sheets thoroughly with serum free medium, incubated the sheets in that medium for 24 hours, and collected the conditioned medium for experiments.

To establish cultures that contain all major cell types of the myocardium, hearts of fetal Wistar rats (E17.5) were excised and underwent mincing and enzymatic digestion with trypsin (Sigma-Aldrich, Saint Louis, MO, USA) and collagenase IV (Worthington Biomedical, Lakewood, NJ). After a 30-minute enzyme digestion with shaking in a water bath at 37°C, the supernatant with cells was collected, and the remaining minced tissue was subjected to another digestion. We repeated this cycle four times until all tissue was digested. After digestion, we plated the collected supernatants in DMEM containing 10% fetal bovine serum, 5% horse serum, and antibiotics to 24-well cell culture dishes pretreated with 0.2% gelatin (Sigma-Aldrich) to promote cell adherence.

To establish cultures of cardiac fibroblasts, the myocardial cell suspensions after enzymatic digestion were plated for 90 minutes on culture dishes to allow attachment of non-myocyte cells. After this incubation, the non-adhered cell population was removed. The cultures were extensively washed to ascertain removal of myocytes from the culture. We then passaged this early-adherent cell population 6 times to allow overgrowth and enrichment of cardiac fibroblasts. We then plated these cells to 24-well plates for migration experiments or to 96-well plates for the fibrosis assay.

### hHGF transfection and verification of overexpression

We transfected the L6 myoblasts for 24 hours in the presence of pBabepuro retroviral vector and 8 µg/ml polybrene (Sigma-Aldrich) to create a cell line with constitutive overexpression of human *hgf*. The vector came from Biomedicum Genomics, Helsinki, Finland. We selected the transfected cells with incubation in growth medium containing 2 µg/ml puromycin for 48 hours. To verify the success of the transfection, we performed *in situ* hybridization of the human *hgf* mRNA in L6 myoblasts using the Ventana Discovery Automate (Ventana Medical Systems Inc, Tuczon, AZ, USA). We used the antisense primer sequence 5′-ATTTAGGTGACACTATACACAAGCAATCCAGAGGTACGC-3′ to detect hHGF mRNA and sense primer sequence 5′-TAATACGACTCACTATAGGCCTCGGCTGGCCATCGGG-3′ as the control sequence. For detection of secreted hHGF from the L6 myoblast sheet culture medium, we used the human HGF Duoset ELISA kit according to the manufacturer's protocol (R&D Systems, Minneapolis, MN).

### Analysis of cardiac cell migration

After plating, we incubated the cardiac cell cultures for 48 hours to allow proper attachment and changed the medium to serum free for a period of 24 hours. After serum deprivation, we washed the cultures and scratch-wounded them with a pipette tip. To determine the ability of myoblast sheet-derived paracrine factors and transfected *hgf* to promote migration of cardiac cells, we substituted the serum free DMEM with 24-hour conditioned medium derived from L6-WT or L6-HGF myoblast sheets. 24 hours later, we fixed the cultures with 4% paraformaldehyde and perfused the cells with Triton-X. We used immunofluorescence staining for von Willebrand factor (vWF, rabbit polyclonal, Millipore, Billerica, MA, USA) and alfa-smooth muscle actin (SMA, mouse monoclonal, DAKO Cytomation, Glostrup, Denmark) to identify and evaluate migrating endothelial and smooth muscle cells. Secondary antibodies were anti-mouse Alexa Fluor 488 and anti-donkey Alexa fluor 596 (Molecular Probes, Eugene, OR). We acquired imuunofluorescence images of the denuded area with a Olympus IX81 microscope, DP30BW camera, and Cell F 2.7 software (Olympus, Tokyo, Japan). We evaluated the number of vWF- and SMA-positive cells migrating into the denuded area with Photoshop 7.0 (Adobe Systems Inc., Delaware, CA). We acquired phase contrast images from the cardiac fibroblast cultures and evaluated their migration with Photoshop 7.0.

### Analysis of ventricle dilatation

We analyzed the dilation of the left and right ventricles from histological sections to accurately determine whether myoblast sheets can prevent MI-induced remodeling and whether *hgf* gene therapy can augment the anti-remodeling effect. We used ImageJ software (U. S. National Institutes of Health, Bethesda, MD, http://imagej.nih.gov/ij) to determine the circumference of the ventricles from hematoxylin/eosin-stained paraffin-embedded sections. Papillary muscles were omitted from the analysis.

### Animals

We operated on 58 Wistar rats (250–400 g). Of these, 49 (84.5%) survived both surgeries and were randomly divided into four groups: the control group underwent left anterior descending coronary artery (LAD) ligation and re-thoracotomy (n = 13), the L6 wild type group (L6-WT) underwent LAD ligation and sheet transplantation (n = 15), the *hgf* gene therapy group (L6-HGF) underwent LAD ligation and sheet transplantation (n = 16), and the sham operation group (n = 5) underwent thoracotomy twice. We induced MI by LAD ligation as described previously [12]. We intubated the animals and maintained respiration with a ventilator during surgery. We exteriorized the heart rapidly through a left thoracotomy and pericardiotomy and ligated the LAD 3 mm from its origin. After ligation, we returned the heart to its normal position, and covered it with pericardium to avoid adhesion to the lung and to the chest wall.

Four weeks after ligation of the LAD, all animals underwent re-thoracotomy. For animals in L6-WT and L6-HGF groups, two myoblast sheets each were transplanted on to the left ventricular anterior wall. Thus, every animal in these groups was grafted with a total of 1.2×10^7^ cells. All animals were euthanized at 4 weeks after the second surgery.

After the surgery, we antagonized anesthesia with atipamezole hydrochloride (1.0 mg/kg s.c., Antisedan®, Orion Pharma Inc, Turku, Finland) and administered buprenorphine hydrocholoride (0.05 mg/kg sc, Temgesic®, Reckitt and Colman Ltd, Hull, UK) for post-operative analgesia. Experimental procedures were conducted according to the US National Institutes of Health Guide for the Care and Use of Laboratory Animals, and were approved by the ethics committee of the HUS/Meilahti Hospital Department of Surgery (permit numbers: ESLH-2008-05359/Ym-23, STH420A and ESLH-2008-10408/Ym-23, STH991A).

### Echocardiography

All animals underwent echocardiography under anesthesia one day before the first surgery (baseline) as well as 2 weeks and 4 weeks after the second surgery. The echocardiographic measurements were performed with a 7.5 MHz transducer (MyLab®25, Esaote SpA, Genoa, Italy). We measured anterior and posterior wall thickness in the diastolic phase (AWTd, PWTd), and left ventricular diameter in both the diastolic (LVDd) and systolic (LVDs) phases in the short-axis right parasternal projection just below the mitral valves. Data was collected from three systolic cycles and averaged. We used LVDd and LVDs to calculate left ventricular fraction shortening (LVFS) and ejection fraction (LVEF) by the following formulas:
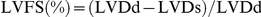

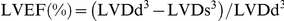

### Histology and immunostaining

Four weeks after the second surgery, and after assessment of cardiac function, all rats were euthanized. We excised the heart and cut it into four equal transverse parts. The two middle parts were fixed in 4% neutral-buffered formalin for 48 hours, embedded in paraffin, and cut into 4-µm-thick sections for histology and immunostaining.

We performed immunohistochemistry with a Ventana Discovery Automate (Ventana). Cell proliferation was evaluated by use of anti-Ki67 antibody (RM-9106, Labvision Inc, Fremont, CA). The sections stained for Ki67 proliferation-associated antigen were double-stained for myocytes with an anti-tropomyosin antibody (MS-1256, Labvision Inc). We analyzed six fields from a single section (two images from the infarct area, border area, and remote area). To analyze capillaries and arteries in the myocardium, we stained endothelial cells with a primary antibody for vWF and SMA and secondary fluorescent antibody (AlexaFluor 488 and 596). The specificity of the anti-vWF antibody for endothelial cells was proved against staining and signal co-localization with anti-PECAM-1 antibody (M-20, Santa Cruz Biotechnology, Santa Cruz, CA). We acquired images by fluorescent microscopy (Olympus). We evaluated the proportion of positive cells with ImageJ software.

Amount of fibrosis was evaluated from Sirius Red-stained paraffin-embedded sections. The Sirius Red area was divided by the whole section area to acquire a relative count of cardiac fibrosis. For analysis, we used scanned images of stained tissue sections and evaluated fibrotic area with Photoshop 7.0 (Adobe Systems Inc.).

### *In vitro* fibrosis and apoptosis assays

To study whether paracrine factors derived from L6-HGF myoblasts can inhibit collagen deposition, such as in the case of acute MI, or degrade collagen already deposited by fibroblasts as in chronic MI, we employed an *in vitro* fibrosis model. To this end, we cultured human dermal fibroblasts (ATCC, CRL-2088) or rat cardiac fibroblasts in DMEM containing 10% FBS, as detailed above, to confluency. L-ascorbic acid 2-phosphate (50 µg/ml, Sigma-Aldrich) was used to induce collagen deposition while untreated wells served as baseline. To test the ability of hHGF to inhibit collagen deposition in these cultures, we treated them with standard culture medium (control) or L6-HGF conditioned medium. Medium was changed every 2 days. At 7 days, the cultures were fixed using 10% formalin, and were washed with PBS. Deposited collagen was stained with Sirius Red-saturated in picric acid solution (Sigma-Aldrich). Cultures were then washed thoroughly with 0.5% acetic acid to remove any unbound dye. Collagen-bound Sirius Red was dissolved in 0.1 M NaOH and the amount of collagen was determined by measuring optical density at 540 nm. For the collagen degradation assay (mimicking an already formed fibrotic scar), collagen was allowed to accumulate for 7 days (baseline). Ascorbic acid was then removed from cultures and incubation was continued with control or with L6-HGF conditioned medium for another 7 days. Amount of collagen was then quantitated as described above.

To evaluate whether the hHGF secreted by the myoblasts could inhibit myoblast apoptosis in an autocrine manner and thus prolong the duration of therapy, we plated 10,000 myoblasts per well on a 96-well plate, allowed the cells to adhere for 24 hours. We then treated the cells with staurosporine to induce apoptosis for another 24 hours. Myoblast viability was quantitated by the amount of formazan dye converted from MTT by mitochondria. We dissolved the formazan dye in DMSO and measured optical density at 540 nm using a reference wavelength of 620 nm.

### Statistical analysis

All data are presented as mean ± SEM. Differences between groups were compared with ANOVA followed by a Bonferroni post test. Statistical analysis was with Graph Pad Prism 4.0 (GraphPad Software Inc., San Diego, CA).

### Analysis of gene expression

To study the effect of constitutive hHGF expression on the phenotype of the donor cells, we determined the whole genome gene expression profiles of wild type and hHGF-transfected myoblasts as monolayers or sheets. We isolated total RNA with Trizol reagent, following the manufacturers' protocol. Further sample processing and hybridization to the Affymetrix GeneChip Rat Genome 230 2.0 chip (Affymetrix, Santa Clara, CA) was by Biomedicum Genomics, University of Helsinki (http://www.biomedicumgenomics.fi). All data are complient with the Minumum Information about a Microarray Experiment (MIAME) giudelines (http://www.mged.org/Workgroups/MIAME/miame.html), and the raw and normalized data are deposited in the National Center for Biotechnology Information Gene Expression Omnibus (NCBI, GEO, http://www.ncbi.nlm.nih.gov/geo/, series accession number GSE25752) database. Data were normalized to median with the RMA algorithm.

## Results

### hHGF transfection and functionality

We used in situ hybridization to demonstrate the efficacy of hHGF transfection. In L6-HGF cells the expression of hHGF was clearly evident as compared to no detectable reactivity for hHGF mRNA in L6-WT myoblasts (Figure 1A and B).

**Figure 1:**
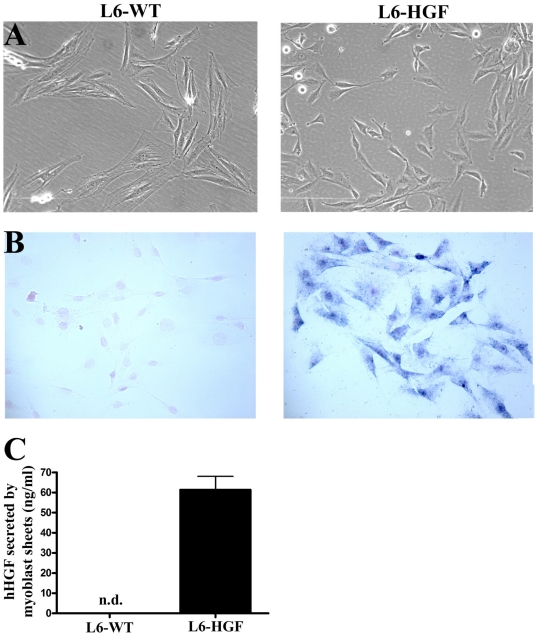
Characterization of hHGF transfection. (A) Phase contrast images representing morphology of wild type (L6-WT) or hHGF-expressing (L6-HGF) rat L6 myoblasts (B). hHGF mRNA undetectable in L6-WT myoblasts by in situ hybridization, whereas in the retrovirus-tranfected L6-HGF myoblasts, its expression was evident. Images in A and B are from different locations. (C) hHGF secreted by L6-WT and L6-HGF myoblast sheets into the culture medium in 24 hours was determined by ELISA. hHGF was undetectable from L6-WT myoblast sheets, whereas abundant secretion was detectable from L6-HGF myoblast sheets.

We then evaluated the amount of hHGF protein secreted into the culture medium from the L6-HGF myoblast sheets. These sheets produced 61.3±6.7 ng/ml during an 24-hour incubation period whereas no hHGF was detectable in the L6-WT culture medium (Figure 1C).

To ascertain that the hHGF produced by the myoblast sheets was active on primary cells isolated from rat myocardium, we determined by a scratch-wound assay the ability and selectivity of myoblast-secreted hHGF to induce cell migration in these cultures containing cardiomyocytes, endothelial cells, smooth muscle cells, and fibroblasts. To distinguish between cardiac myocyte, smooth muscle cell, and endothelial migration, the cultures were stained for tropomyosin, SMA, and vWF respectively at the end of the experiment. Wounds treated for 24 hours with L6-HGF sheet-conditioned medium showed a significant induction of SMA-positive cell migration with 74.5±4.1 cells as compared to 49.5±3.0 (p<0.05) cells in the L6-WT-conditioned medium-treated, or to 33.8±5.3 (p<0.01) migrating cells in untreated control wounds (Figure 2A). In this assay, recombinant hHGF (100 ng/ml) served as the positive control, and it induced migration of 91.5±8.9 (p<0.001 for control, p<0.01 for L6-WT) SMA-positive cells. Analysis of migration of the vWF-positive cells revealed that the paracrine mediators from L6-HGF myoblast sheets induced a significantly higher number (21.8±2.1) of cells in the denuded area as compared to 7.5±1.6 (p<0.01) for the control group, or 14.0±1.6 (p<0.05) for the L6-WT group. With rhHGF (100 ng/ml), as the control stimulus, the migration induced was 27.3±1.9 cells (p<0.001 for control, p<0.01 for L6-WT) (Figure 2A). We also evaluated the effect of conditioned medium from L6-WT and L6-HGF sheets, with rhHGF again as the positive control on migration of cardiac myocytes staining positive for tropomyosin. In contrast to the effects on migration of SMA-positive smooth muscle and vWF-positive endothelial cells we observed no effect on cardiomyocyte migration of the conditioned media or rhHGF. In the untreated control cultures, we counted 7.3±3.2 cells in the denuded area; the corresponding figure for L6-WT was 6.9±2.6, for L6-HGF 8.0±3.9, and for rhHGF 5.5±3.0. We found no difference in cardiac fibroblast migration between the study groups (Figure 2B).

**Figure 2:**
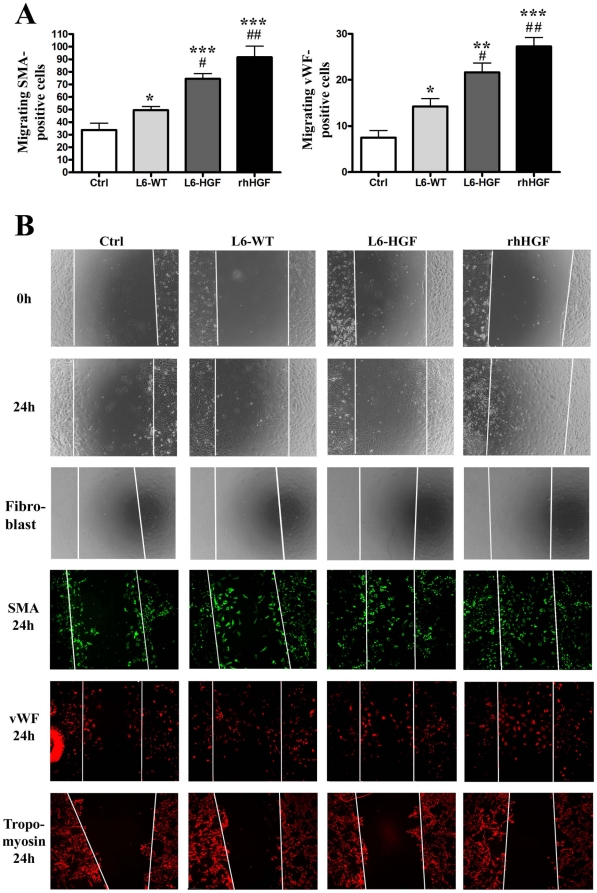
hHGF functionality. Functionality of secreted hHGF was determined *in vitro* by a wound-healing assay with isolated cardiac cells. (A) The number of migrating smooth muscle actin-positive and von Willebrand factor-positive cells into the denuded area 24 hours after wounding was determined from immunofluorescence images. Recombinant human HGF (rhHGF) served as a positive control. (B) Representative images of immunofluorescence stains from all the groups. White lines represent the edges of the denuded area. * p<0.05, ** p<0.01, *** p<0.001 as compared to control; # p<0.05, ## p<0.01 as compared to L6-WT. Data are presented as mean ± SEM.

### Cardiac function

At 4 weeks after ligation of LAD and AMI, we used echocardiography to determine the baseline cardiac function. Subsequent echocardiography measurements were then conducted at 2-week and 4-week time-points after the second surgery and administration of the myoblast sheet therapy to evaluate the effect of L6-WT and L6-HGF therapies on cardiac function. At baseline, a 61 to 63% decline in ejection fraction as compared to the non-infarcted sham group was evident in all LAD-ligated groups (EF %: control 34.56±1.67; L6-WT 32.91±2.38; L6-HGF 34.80±2.19) indicating development of significant heart failure. Two weeks after administration of therapy, we found no differences in ejection fractions between myoblast sheet treatments and the heart failure control group. At 4 weeks, however, the ejection fraction of the control group showed a significant decline against baseline (27.0±1.56, p<0.05 at 4 weeks), while in both the L6-WT (32.68±1.89) and L6-HGF (32.24±1.14) myoblast sheet-treated groups, no such further deterioration of cardiac function was observable and cardiac function was significantly better in both groups as compared to control group (p<0.05 for L6-WT and L6-HGF, Table 1).

**Table 1:** Echocardiography data.

Baseline							
	N	AWTd	PWTd	LVDd	LVDs	FS	EF
**Sham**	**5**	1.50±0.06	1.70±0.18	7.58±0.15	5.32±0.32	30.00±3.17	64.82±4.73
**Control**	**13**	0.55±0.02	1.70±0.06	10.56±0.18	9.22±0.14	13.32±3.66	34.56±1.67
**L6-WT**	**15**	0.59±0.03	1.66±0.09	10.17±0.11	8.89±0.17	12.63±1.08	32.91±2.38
**L6-HGF**	**16**	0.55±0.02	1.53±0.06	10.48±0.16	9.13±0.24	13.51±1.18	34.80±2.19

AWTd, anterior wall thickness; PWTd, posterior wall thickness; LVDd, left ventricular diameter, all in diastolic phase. LVDs, left ventricular diameter in systolic phase, all units in mm; FS, fraction shortening (%); EF, ejection fraction (%).

*p<0.05,

**p<0.01.

Moreover, L6-WT and L6-HGF sheet therapies sustained the systolic and diastolic cardiac function by inhibiting left ventricular dilation. At both 2- and 4-week time-points, the L6-WT group had significantly lower LVDs (8.80±0.22 mm, 9.37±0.18, p<0.05 at 2 weeks, p<0.01 at 4 weeks) and LVDd (10.06±0.17 mm, 10.71±0.14, p<0.05 at 2 weeks, p<0.01 at 4 weeks) values than did the control group (LVDs 2 week 9.67±0.19, 4 week 10.42±0.20; LVDd 2 week 10.95±0.17, 4 week 11.76±0.13). For the L6-HGF group, LVDd (10.84±0.22, p<0.05) and LVDs (9.45±0.25, p<0.05) were significantly lower at 4 weeks than in the control group (Table 1).

### *In vivo* angiogenesis after myoblast sheet therapy

We have shown earlier that myoblast sheet therapy induces angiogenesis in chronic heart failure [10]. Now our *in vitro* results in myocardial cell migration indicate that hHGF is a selective and potent inducer of wound healing of endothelial and smooth muscle cells, suggesting that these cells selectively rather than cardiomyocytes could be the target cells of this therapy. Thus both HGF and myoblast sheet therapy harbor proangiogenic potential in the ischemic myocardium [9], [11] and could provide a synergistic therapeutic effect even in the difficult-to-treat setting of chronic heart failure. Based on this background, we evaluated the ability of L6-HGF myoblast sheet therapy to induce angiogenesis *in vivo* in the rat chronic heart failure model.

In the post-infarct, non-contractile fibrotic scar, MI induced a strong angiogenic response in the LAD-ligated groups as compared to the sham-operated group as measured by relative amount of SMA- and vWF-positive tissue per whole tissue area. Strikingly, L6-HGF myoblast sheet therapy induced a massive increase in the already high baseline levels of SMA-positive (8.34±0.47%) and vWF-positive (0.86±0.07) tissue as compared to both control (SMA 4.79±0.42, vWF 0.54±0.04, p<0.001 bor both) and L6-WT groups (SMA 6.53±0.54, vWF 0.68±0.03, p<0.05 for both), where as L6-WT therapy had a less pronounced effect (SMA and vWF p<0.05 for control). In the border area of the failing hearts, L6-HGF sheets again induced a highly significant increase of 109% and 59% in SMA-positive (2.66±0.29) and vWF-positive (0.78±0.05) tissue respectively (control SMA 1.27±0.29, vWF 0.49±0.07, p<0.001 for both; L6-WT SMA 1.69±0.15, p<0.01; vWF 0.64±0.05, p<0.05). Also here, L6-WT sheet therapy was significantly less effective in promoting therapeutic angiogenesis, with evidently minor induction of both SMA (p<0.05 for control) and vWF-positive tissue (p<0.05 for control). Furthermore, we found a similar proangiogenic pattern also in the remote area, where L6-HGF therapy was highly effective (SMA 0.82±0.07, p<0.001 for control and L6-WT; vWF 0.18±0.02, p<0.05 for control) to induce neovasculature (Figures 3A and B).

**Figure 3:**
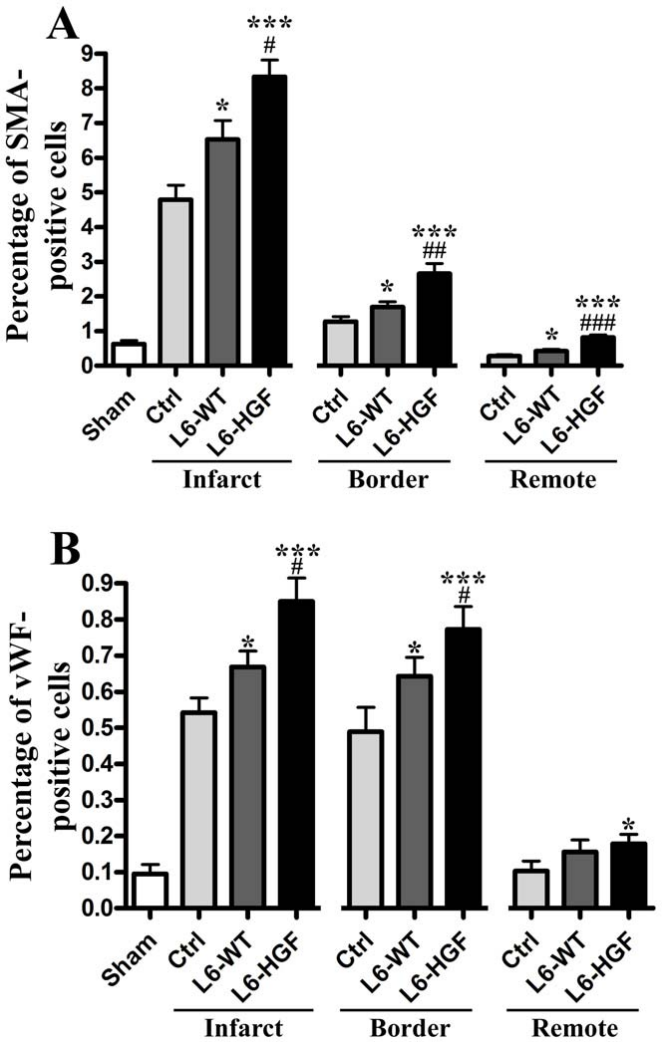
Analysis of angiogenesis *in vivo*. At the study end-point, 4 weeks after administration of therapy, the relative area of smooth muscle actin (SMA) (A) and von Willebrand factor (vWF) (B) –positive cells in the myocardium were determined from sham-operated, control (Ctrl), wild type myoblast sheet therapy (L6-WT) groups, and hHGF-expressing myoblast sheet therapy (L6-HGF) groups. Separate analysis was done of the infarct, border, and remote areas of the myocardium. * p<0.05, *** p<0.001 as compared to control group; # p<0.05, ## p<0.01, ### p<0.001 as compared to L6-WT group. Data are presented as mean ± SEM.

### Analysis of ventricular dilation

For a more detailed analysis of the effect of myoblast sheet therapy on ventricular remodeling, we evaluated from hematoxylin-eosin-stained paraffin-embedded sections left and right ventricle dilation as well as the thickness of the infarct and septal walls. In the left ventricle, the L6-WT group showed significantly less dilation (0.75±0.02) than did the controls (0.87±0.04, p<0.05). In L6-HGF group, however, the effect was less evident (0.81±0.03) and failed to reach statistical significance (Figure 4A). Because, in addition to left ventricular remodeling, MI leads also to remodeling of the right ventricle, we determined whether myoblast sheet therapy could inhibit right ventricular remodeling as well. Interestingly, in the non-infarcted right ventricle, we observed a similar, an even more noticeable effect, because L6-WT myoblast sheet therapy mediated a greater anti-remodeling effect (0.63±0.02, p<0.001 for control) than did the L6-HGF therapy (0.70±0.02, p<0.001 for control) (Figure 4B). Because post-MI remodeling is also associated with ventricular wall thinning [15] and because myoblast sheet therapy induces cell proliferation in the myocardium [9], we measured infarct and septal wall thicknesses to reveal the ablity of myoblast sheet therapy to reduce wall thinning. In both infarct and septal walls, the L6-HGF group (infarct 0.90±0.04, septal 1.91±0.08) had significantly thicker myocardial walls than did the control group (infarct 0.68±0.02, septal 1.53±0.06, p<0.05 for both) (Figure 4 C and D).

**Figure 4:**
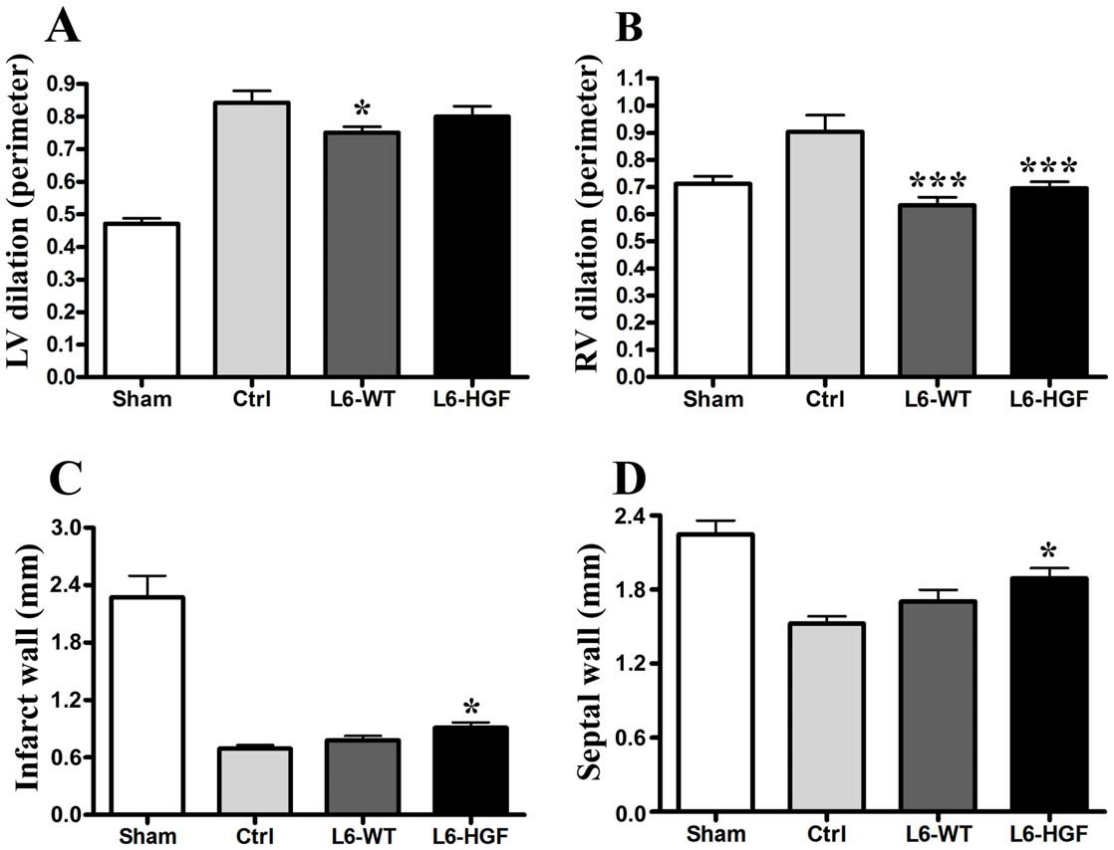
Analysis of cardiac remodeling. Four weeks after wild type (L6-WT) or HGF-expressing (L6-HGF) myoblast sheet therapy, dilation of the left (A) and right (B) ventricles as well as thickness of infarct (C) and septal (D) walls were analyzed from hematoxylin/eosin-stained sections.

### Analysis of fibrosis

Because HGF and myoblast sheet therapy are antifibrotic after acute myocardial infarction [5], [9], we tested whether L6-HGF sheets could reverse or reduce myocardial fibrosis once it already develops, as in the model of MI-induced chronic heart failure. At 4 weeks after therapy, neither L6-WT nor L6-HGF therapy reduced the already developed large fibrotic scar (data not shown).

In the *in vitro* fibrosis assay, human dermal fibroblasts deposited significantly less collagen in presence of L6-HGF conditioned medium (optical density: 0.33±0.02) than in presence of control medium (0.50±0.02, p<0.001) suggesting that hHGF effectively inhibits formation of collagen deposits. However, when collagen was already deposited and the fibrosis inducing factor was absent, hHGF (0.51±0.01) inhibited further accumulation of collagen but was unable to degrade the already existing deposits (0.50±0.004). In rat cardiac fibroblast cultures, similar results were evident as collagen deposition was significantly inhibited but degradation was not induced (Figure S1).

### Gene expression in transfected myoblasts

Because HGF is an autocrine mediator of myoblast proliferation, migration and differentiation [13], and because of the altered morphology of the L6-HGF myoblasts (Figure 1A), we performed a full genome microarray analysis to determine whether constitutive expression of hHGF has autocrine effects on myoblast gene expression. These changes in gene expression might modulate myoblast characteristics as donor cells in myoblast sheet therapy.

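RNA from 4 cultures was measured on Affymetrix rat genome arrays, with 1 array for each culture: L6-HGF monolayer, L6-HGF sheet, L6-WT monolayer and L6-WT sheet. L6 is a rat skeletal myoblast line. L6-HGF myoblasts carry human hgf from a retroviral vector and were selected with puromycin, whereas L6-WT is the wild-type line and no empty-vector control is described, so that a difference called an hHGF effect here also holds any effect of the vector and the selection. A sheet is a dense layer of myoblasts that detaches in 1 piece from a thermoreactive dish. The authors normalized the arrays with RMA and deposited log2 values in which each probe set is centred on the median of its 4 arrays. These values hold the differences between arrays and no signal level, so a dim probe set cannot be told from a bright one. From them, the log2 difference between L6-HGF and L6-WT was computed for each of 31042 probe sets, separately in monolayers and in sheets, after 57 control probe sets were left out. A gene is given as the mean over its probe sets. In all, 20826 probe sets had 1 gene symbol, 436 had several and 9780 were not listed in the annotation used, which gave 14217 genes. With 1 array per condition, no difference has a replicate check, and the number of arrays limits the precision of every value. As measures of technical spread, the 45 bacterial control probe sets had an SD of 0.12 (log2) between the 2 monolayer arrays and 0.22 between the 2 sheet arrays, and none of them passed 2-fold. Whether the rat Hgf probe set also detects the human transgene was not checked. Gene lists were fixed before the data were examined, and the median of each is given with its percentile among 10000 random lists of as many genes, which were not matched on expression. Several lists hold genes of Table S1, so their monolayer counts past 2-fold are not independent of that table.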

The analysis revealed that in L6-HGF myoblast monolayer cultures, 63 genes were upregulated and 85 genes were downregulated by more than 2-fold as compared to L6-WT myoblasts. 

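In L6-HGF monolayers, genes of the contractile apparatus and of the extracellular matrix were among those with the largest decreases. Myh3, the embryonic myosin heavy chain, was 3.68-fold lower than in L6-WT monolayers, skeletal actin Acta1 3.11-fold, and the troponin C genes Tnnc2 and Tnnc1 3.05-fold and 2.98-fold. The matrix genes Fndc1, Fmod, Mfap5 and Postn were 4.99-fold, 2.85-fold, 2.83-fold and 2.76-fold lower, and Spry1, a feedback inhibitor of receptor tyrosine kinase signalling, was 2.77-fold lower. Of 64 extracellular matrix genes, 4 were lower and none was higher by more than 2-fold, with a median log2 difference of -0.20, below all random lists. Markers of fibroblasts had a median of -0.18 over 16 genes, at percentile 0.09, with Dpt (2.34-fold) and Mfap5 past 2-fold. Among the genes with the largest increases were keratin Krt19 (3.09-fold), the G protein subunit Gnai1 (3.11-fold) the calcium channel Ryr3 (2.58-fold) and the cell surface antigen Psca (2.63-fold). Genes of cholesterol synthesis and uptake were shifted upwards, with a median of 0.56 over 28 genes, and 2 of them, Mvd (2.39-fold) and Hsd17b7 (2.36-fold), were more than 2-fold higher. Of 46 interferon response genes, 5 were more than 2-fold higher and none was lower, among them Gbp4 (2.65-fold), Usp18 (2.37-fold), Rsad2 (2.19-fold) and Mx1. In all, 63 probe sets were upregulated and 85 downregulated by more than 2-fold. These belonged to 44 and 64 named genes, while 17 and 11 of the probe sets had no single gene symbol. When a gene was taken as the mean of its probe sets, 32 genes were upregulated and 44 downregulated. Quantile normalization, which could only be applied to the centred values, gave 114 upregulated and 126 downregulated probe sets. A limma model over all 4 arrays, with culture format as a term and 1 residual degree of freedom, gave no probe set at an adjusted p under 0.05 for the hHGF effect common to both formats. The smallest adjusted p from limma was 0.505, and 1475 probe sets were higher and 1502 lower at an unadjusted p under 0.05.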

Differentially expressed genes were associated with migration (Coro1a, Epha3) and proliferation (Efhd1, Grem1) (Table S1). hHGF-expression had no effect on expression of endogenous rat *hgf* or on other major cytokines/growth factors. 

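Coro1a, an actin-binding protein of the cell cortex, was 4.35-fold higher in L6-HGF than in L6-WT monolayers. The ephrin receptor Epha3 was 6.15-fold lower as the mean of its 3 probe sets, which lay between -3.14 and -1.95 (log2). Efhd1, a mitochondrial calcium-binding protein, was 3.38-fold higher, and Grem1, a secreted BMP antagonist, 3.01-fold higher. The log2 difference of rat Hgf was 0.38. Of 66 growth factor and cytokine genes, 64 lay within 2-fold, 1 was higher and 1 was lower by more than 2-fold. The median over the list was -0.05, at percentile 3.44 of random lists. The gene above 2-fold was the chemokine Cxcl10 (2.26-fold), and the gene below it was Angpt1 (2.25-fold), a ligand of the Tie2 receptor. Among the growth factors within 2-fold, Tgfb3 had a log2 difference of 0.78, the 2 probe sets of Vegfa 0.55 and 0.55, and those of Pgf -0.31 and -0.05. For Igf2, which is also listed in Table S1, 1 probe set had a log2 difference of -2.88, whereas its other probe sets had -0.05, 0.05 and 0.22.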

Further, expression of key regulators of apoptosis remained unchanged, suggesting that hHGF-expression modified neither survival nor paracrine characteristics of the myoblasts. 

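Of 41 apoptosis regulators, none passed 2-fold in either direction in monolayers, and the median log2 difference was 0.03. It lay at percentile 78.6 of random lists. Bcl2, which blocks the mitochondrial pathway, had a log2 difference of -0.0036 and its relatives Bcl2l1 and Mcl1 had 0.17 and 0.24. The pro-apoptotic genes Bid, Bad and Bak1 had 0.46, -0.12 and -0.22. Casp9 had 0.05, Casp8 0.23 and the death receptor Fas -0.41. The most positive value in the list was 0.51, for the TNF receptor family member Tnfrsf12a.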

Gene ontology (GO) analysis revealed that the upregulated genes were associated with various biological processes such as wounding and cell differentiation (Table S2).

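Of 36 genes of wounding, coagulation and complement, 3 were more than 2-fold higher in L6-HGF monolayers and none was lower. These were annexin Anxa8 (4.16-fold), the complement inhibitor Cd55 (2.68-fold) and the interleukin-33 receptor Il1rl1 (2.51-fold). All 3 genes are listed in Table S1, so this count is not independent of that table. The 2 probe sets of Il1rl1 differed, with 0.67 and 1.98 (log2). The median over the whole list was -0.12 and its mean 0.05, with 11 members above 0 and 25 below 0. Of 13 myogenic regulators, which drive differentiation of myoblasts into myotubes, 11 had values below 0 and 2 had values above 0. Their median was -0.18, at percentile 0.35 of random lists, and Mymk, which is required for fusion of myoblasts, was the member past 2-fold, at 2.43-fold lower.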

Importantly, the differences in gene expression were even greater between L6-HGF and L6-WT myoblast sheets than between monolayer cultures. 

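Between the sheets, 482 probe sets differed by more than 2-fold, which is 1.55% of those compared, against 148 or 0.477% between the monolayers. The SD of the log2 difference over all probe sets was 0.32 in sheets and 0.26 in monolayers, and the median size of the difference was 0.17 and 0.14. The Pearson correlation between the hHGF effects in the 2 formats, across probe sets, was 0.292 and Spearman's rho 0.245. Probe sets are not independent replicates. Of the 148 probe sets past 2-fold in monolayers, 124 had a difference of the same sign in sheets. Of the 482 past 2-fold in sheets, 68.9% had the same sign in monolayers. There, those upregulated in sheets had a median of 0.32 and those downregulated in sheets -0.0050. Of all probe sets, 58.0% had the same sign in both. Past 2-fold in both formats were 14 upregulated probe sets, against 0.528 for independent lists of these sizes, and 31 downregulated ones, against 0.608. The extracellular matrix genes Postn, Fmod, Fndc1 and Mfap5 were among the genes lower in both. After quantile normalization of the centred values, 267 probe sets passed 2-fold in sheets and 240 in monolayers. This gives every array the same spread of deviations from the median by construction, so a real difference in spread would be reduced as well. No replicate array shows how many would pass between cultures of 1 condition. In a simulation, the difference of the hHGF effect between formats was taken wholly as noise. There, 0.815% of unchanged probe sets passed 2-fold in monolayers and 0.913% in sheets. The simulated share was above the observed one in monolayers and below it in sheets. The noise so taken also holds any real difference between formats, so the simulation cannot tell how many calls are noise. Of the calls past 2-fold in both formats, 14 and 31 had the same direction, and 1 and 1 had opposite directions. The monolayer and sheet comparisons share no array, so for these shared probe sets the values argue against noise alone.

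**Figure D1:**
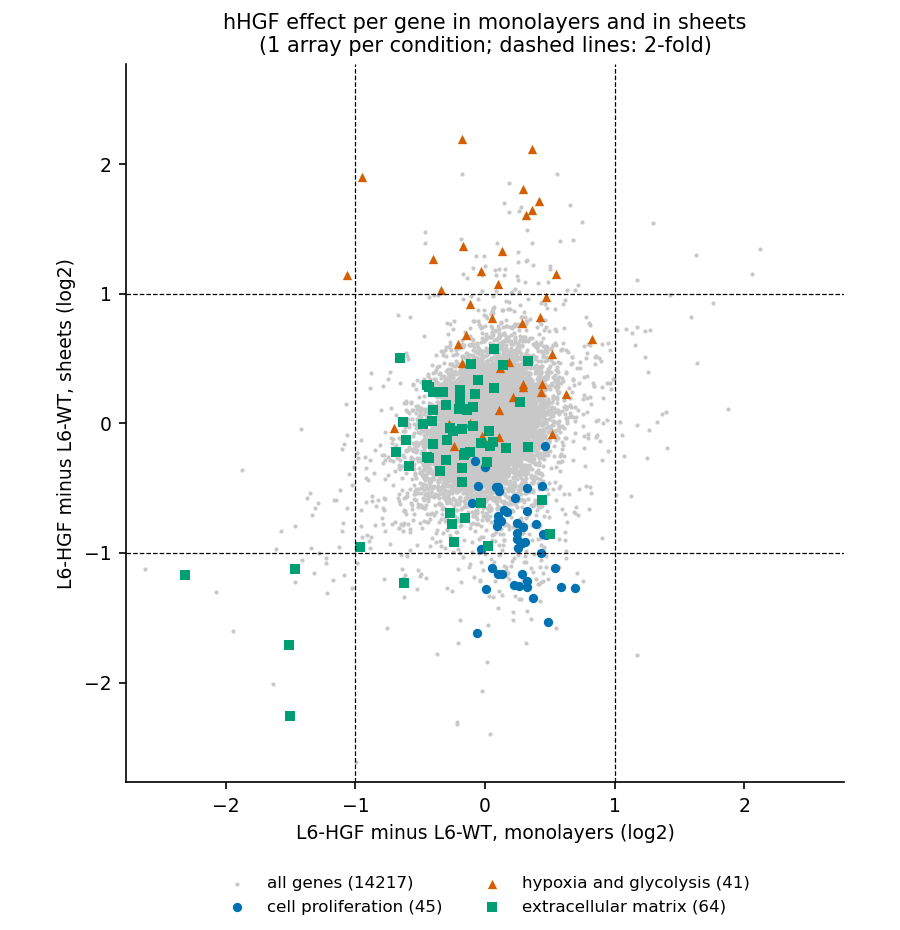
Log2 difference between L6-HGF and L6-WT for each of 14217 genes, in monolayers (horizontal axis) and in sheets (vertical axis), from 1 array per condition, with dashed lines at 2-fold. Coloured symbols are 45 cell proliferation genes, which all lie below 0 on the sheet axis, 41 hypoxia and glycolysis genes, which lie mostly above 0 there, and 64 extracellular matrix genes, 4 of which lie past -1 on both axes.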

259 genes were upregulated and 222 downregulated in L6-HGF sheets by over 2-fold as compared to the L6-WT sheets.

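Of the 12 genes with the largest increases in L6-HGF sheets, 6 belonged to the list of hypoxia and glycolysis genes, which act in the response to low oxygen and in glucose use. Ankrd37 was 4.56-fold higher than in L6-WT sheets, hexokinase Hk2 4.33-fold, the vasodilator peptide Adm 3.74-fold, the oxidoreductase Ero1a 3.50-fold, and the glucose transporters Slc2a1 and Slc2a3 3.28-fold and 3.14-fold. Outside that list, the glycogen branching enzyme Gbe1 was 3.62-fold higher. Of 41 hypoxia and glycolysis genes, 15 were more than 2-fold higher and none was lower, with a median log2 difference of 0.68, above all random lists. With quantile normalization, 6 of them passed 2-fold and the median was 0.45. Other members past 2-fold included Pfkp, Car9, Pdk1, Eno2, P4ha1 and Hmox1. Enpp2, which makes lysophosphatidic acid, was 3.80-fold higher, and the membrane protein Tmem106a, the retinal lipid transporter Abca4, the tubulin carboxypeptidase Matcap1 and Abhd18 were 3.78-fold, 3.25-fold, 3.21-fold and 3.18-fold higher. Among the genes with the largest decreases were the early response gene Egr1 (5.00-fold), the melanocyte antigen Mlana (6.13-fold), the cytokine Il33 (3.23-fold), Mfap5 (4.79-fold), and the cell division genes Depdc1, Esco2 and Fam111a (4.18-fold, 3.58-fold and 3.43-fold). Of 40 MAPK feedback and early response genes, 7 were more than 2-fold lower and none was higher, among them Junb (2.45-fold), Fosb (2.32-fold), Dusp6 (2.10-fold), Etv1 and Ier2. The median of that list was -0.13, and 17 members were above 0, with Dusp5 and Myc at 0.88 and 0.88. Fos is counted among them as the mean of 2 probe sets that disagreed, with -4.78 and 0.18 (log2). Markers of fibroblasts had a median of -0.60 over 16 genes, below all random lists. In all, 260 probe sets were upregulated and 222 downregulated by more than 2-fold, of which 119 and 20 had no single gene symbol. As the mean of probe sets, 70 genes were upregulated and 135 downregulated, and with quantile normalization 164 probe sets were upregulated and 103 downregulated.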

### Myoblast apoptosis assay

We evaluated whether hHGF can inhibit myoblast apoptosis in an autocrine manner. HGF did not protect myoblasts against apoptosis induced by different concentrations of staurosporine, suggesting that the L6-HGF sheets do not have a survival benefit (Figure S2).

## Discussion

Our earlier results demonstrated that the effect of myoblast sheet transplantation is mediated mainly by growth factor stimulation of the targeted injured tissue in models of acute and chronic heart failure. We therefore hypothesized that enhancing cell sheet properties by introducing overexpression of a gene associated with angiogenesis, anti-fibrosis, and antiapoptosis could further promote sheet therapy. We evaluated the impact of pleiotropic, cardioprotective *hgf* overexpression in myoblast sheets on their therapeutic efficacy in a rat model of chronic heart failure. This chronic model was chosen because patients receiving open-heart bypass surgery—a procedure during which cell sheet therapy is possible—may suffer multiple infarctions, and their myocardial fibrosis and remodeling have already taken place. Therefore, for a therapy to be effective at this stage, regenerative paracrine stimulation or replacement of tissue would be essential. Employing myoblast sheets as the vehicles for the therapeutic stimulatory paracrine effectors enables higher concentration and longer duration of therapy than with intramyocardial injections of cells or cytokines.

In concert with previous findings demonstrating efficacy of HGF gene therapy [14] promoting myocardial angiogenesis, our data showed—apparently for the first time—that myoblast sheets' proangiogenic potential can be enhanced by HGF therapy. Increased angiogenesis by the hHGF-overexpressing sheets was evident throughout the myocardium, suggesting that both the healthy as well as the injured myocardium responds to this stimulus. Because HGF upregulates VEGF production [15], and mediates antiapoptotic signaling in myoblasts [16], we wanted to rule out the possibility that the stimulation of angiogenesis observed was due to other factors induced by hHGF in the myoblast sheets in an autocrine manner. To elucidate the effect of constitutive hHGF expression on the transplanted myoblasts' gene expression, we performed microarray analysis. Both gene expression and the morphology of the myoblast were strongly altered by constitutive hHGF expression. 

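In monolayers, none of 45 cell proliferation genes passed 2-fold, and their median log2 difference between L6-HGF and L6-WT was 0.24, above all random lists. In sheets, 16 of them were more than 2-fold lower in L6-HGF and none was higher, with a median of -0.85. These included the cyclins Ccna2 (2.41-fold), Ccnb1 (2.40-fold) and Ccnb2 (2.38-fold), the mitotic kinases Cdk1 (2.24-fold), Bub1 (2.54-fold) and Aurka (2.17-fold), and Melk (3.07-fold), with Bub1b, Kif11, Kif23, Nusap1, Ttk, Prc1, Cdca3, Pbk and Spc25 as the others. With quantile normalization, 2 of them were more than 2-fold lower and the median was -0.55. Of 17 genes that act at entry into the cycle (D cyclins, their kinases, CDK inhibitors, and the RB and MYC families), none passed 2-fold in either format. Their medians were -0.03 in monolayers and -0.17 in sheets, at percentile 1.28 of random lists in sheets, where 8 members were above 0 and 9 below 0. The list pools cyclins and kinases with their inhibitors, so its median gives no direction for entry into the cycle. Of 52 cell migration and adhesion receptors, 2 were more than 2-fold lower in monolayers and 3 in sheets, and none was higher. The semaphorin and VEGF receptor Nrp1 was 2.34-fold lower in monolayers and 2.06-fold lower in sheets, and the ephrin receptor Ephb4 was 2.23-fold lower in sheets. Of 53 genes of the actin and focal adhesion machinery, Coro1a was the member past 2-fold in each format, with 2.54-fold higher expression in sheets. The medians of the receptors were 0.01 in monolayers and -0.02 in sheets.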

Microarrays revealed differences in expression of genes related to cell migration and the cell cycle. 

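In sheets, none of 41 apoptosis regulators passed 2-fold, and their median log2 difference between L6-HGF and L6-WT was -0.04. The lowest value was -0.95, for Birc5 (survivin), which is also a mitotic gene and had 0.45 in monolayers. Of 66 growth factor and cytokine genes, 59 lay within 2-fold in sheets, 2 were higher and 5 were lower, and the median was 0.0011. The genes that were higher were the angiogenic factor Vegfa (2.22-fold) and Tgfa, a ligand of the EGF receptor (2.22-fold). The genes that were lower were the chemokines Cxcl1 (5.27-fold), Cxcl10 (3.45-fold), Ccl2 (3.23-fold) and Cxcl12 (2.12-fold), and the matricellular factor Ccn1 (2.23-fold). Rat Hgf had a log2 difference of 0.50. Igf2 lay within 2-fold as the mean of probe sets that disagreed, with -2.05, -0.18, -0.0020 and 0.037. With quantile normalization, Ccn1 and Cxcl12 lay within 2-fold, at -0.80 and -0.70.

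**Figure D2:**
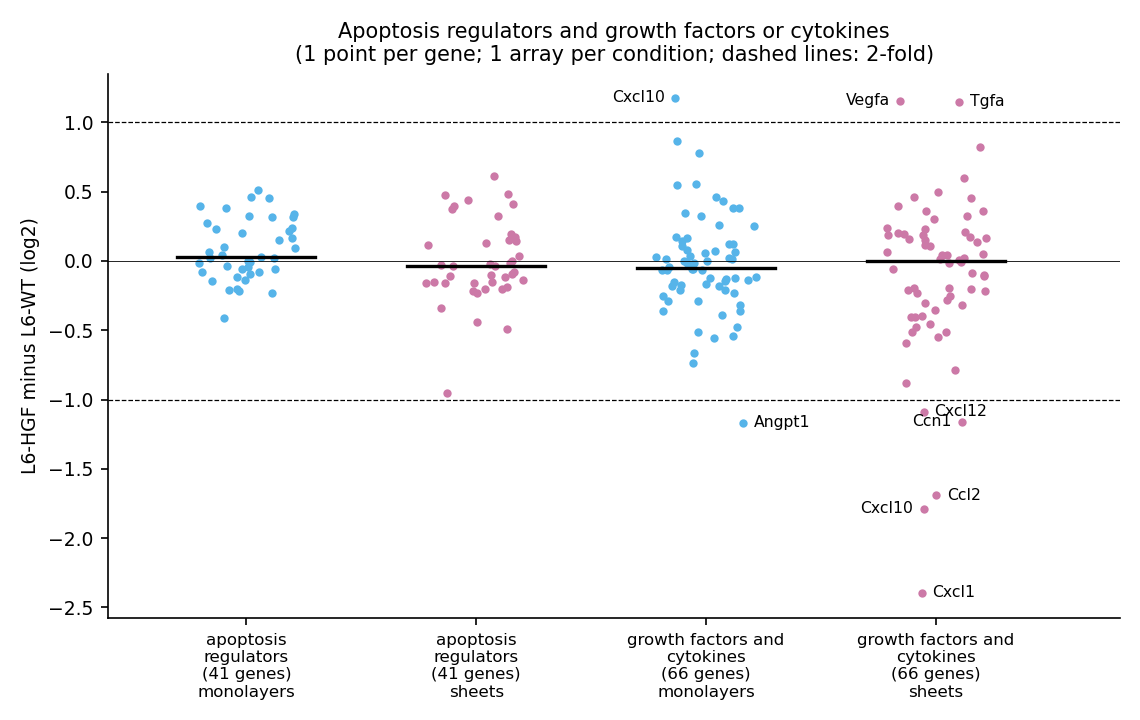
Log2 difference between L6-HGF and L6-WT (vertical axis) for 41 apoptosis regulators and 66 growth factors and cytokines in monolayers and in sheets, with 1 point per gene, a bar at each median and dashed lines at 2-fold. Points are spread sideways for legibility and come from 1 array per condition. None of the apoptosis regulators lies past 2-fold, and the named growth factors and cytokines do.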

No major changes were observable in expression of genes associated with apoptosis or paracrine secretion. These data suggest that hHGF does not alter the paracrine profile of myoblast sheets and that the effects observed *in vivo* are due to hHGF alone or to hHGF-stimulated target tissue responses.

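Genes of the HGF and MET pathway, through which a cell answers HGF, stayed within 2-fold in both formats. Over 27 such genes the median log2 difference was 0.06 in monolayers and 0.05 in sheets, and the receptor gene Met had 0.22 and -0.42. The VEGF receptor genes Kdr and Flt1 had probe sets between -0.19 and 0.10 in the 2 formats. In sheets, the probe sets of Vegfa had 1.18 and 1.13, and those of Pgf, which encodes PlGF, 0.33 and 0.58. Among other genes named in the paper, Tgfb2 had -0.36 and -0.42 in monolayers and 0.19 and 0.05 in sheets from its 2 probe sets, the smooth muscle actin Acta2 -0.17 and 0.96, and the endothelial genes Pecam1 and Vwf 0.16 and -0.06, and -0.21 and -0.18. The paper saw no major changes in genes of apoptosis and paracrine secretion. From this it proposes that the sheets keep their paracrine profile and that the effects in the heart come from hHGF or from the tissue's response to it. In the sheet arrays, 59 of 66 growth factor and cytokine genes lay within 2-fold, 2 were higher and 5 were lower. Vegfa was among those higher (2.22-fold) and Cxcl1 among those lower (5.27-fold), so that premise holds for most of these genes and not for all.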

The major mechanism behind the therapeutic action of myoblast sheet transplantation is paracrine stimulation of the injured myocardium. Although skeletal myoblasts produce several factors [17], the majority of these are positive regulators of angiogenesis. In our study using the rat chronic heart failure model, we demonstrated that endothelial cell responses to myoblast sheet-derived paracrine factors are mediated by VEGF-A and PlGF [9]. Induction of VEGF is an early, yet persistant response to MI. In contrast, HGF is induced in MI only after its acute stage. HGF exerts its mitogenic, motogenic, and morphogenic actions in a complimentary and synergistic fashion, yet one distinct from that of VEGF [18]. Studies in acute MI models have shown the beneficial functional effect of HGF therapy to be mediated through induction of angiogenesis [11], reduction of fibrosis [5], and contribution to recruitment of stem cells from the bone marrow [19] – effects associated with myocardial regeneration.

Our findings, however, are in direct contrast to findings of functional improvement after HGF therapy in acute MI models. This can be attributed to differences in experimental settings. We previously showed, using this chronic heart failure model, that an overall enhancement of myoblast sheet functionality and survival by antiapoptotic Bcl-2 was associated with improved left ventricular function. The fact that the introduction of a single cytokine could not reproduce this effect despite its proangiogenic ability suggests that in this chronic setting, functional improvement and therapeutic angiogenesis may be specific and separate components and may thus be uncoupled. Furthermore, our results imply that enhancing the production of a single paracrine mediator is not a viable therapy option when designing modifications of myoblast sheet therapy. The fact that LV function failed to improve was not associated with inability of the human HGF to induce motility of rat cardiac cells. In fact, those factors produced by L6-HGF sheets were superior to ones produced by L6-WT sheets to promote vWF and SMA-positive cell, but not fibroblast, migration.

Others have shown HGF to suppress the development of fibrosis after MI [5]. The ability of HGF to reverse existing fibrosis when it has developed, weeks after MI, has not been reported. Our data suggests that once the infarct scar is fully developed, HGF alone is insufficient to reduce that scar. In counteracting fibrosis, HGF promotes extracellular matrix remodeling via upregulation of proteolytic factors such as matrix metalloprotease 1 [20]. Furthermore, HGF downregulates expression of TGF-B, a key regulator of fibrosis that promotes matrix deposition by myofibroblasts [21]. In the current model, myocardial fibrosis was fully developed before therapy administration. Expression of acute profibrotic factors such as TGF-B1 and TGF-B2 had therefore receded [22]. Although expression of the third TGF-B isoform, TGF-B3, may be sustained for a longer period, HGF seems to be unable to modulate already established fibrosis in a manner providing any functional benefit.

We conclude that, after an MI, HGF supplementation from myoblast sheets is an effective strategy to enhance angiogenesis in the chronically failing fibrotic myocardium. In contrast to several other reports linking myocardial angiogenesis to enhanced cardiac performance, our data do not support such a direct association.

## Supporting Information

Figure S1 **Analysis of the antifibrotic effect of hHGF** ***in vitro*** **.** L-ascorbic acid 2-phosphate induced collagen deposition in control (Ctrl, standard culture medium) cultures as compared to untreated baseline in human dermal and rat cardiac fibroblasts. When collagen was induced in presence of hHGF from L6 myoblasts (L6-HGF), deposition was significantly inhibited (upper panel). When L-ascorbic acid 2-phosphate-induced collagen was already deposited for 7 days (baseline) and then removed from culture, L6-HGF paracrine factors inhibited further deposition as compared to control (standard culture medium) but could not reduce existing deposits in either dermal or cardiac fibroblasts (lower panel). *** p<0.001 as compared to control; ### p<0.001 as compared to baseline.
(EPS) Click here for additional data file.

Figure S2 **Evaluation of apoptosis in myoblasts.** Wild type (L6-WT) or hHGF-expressing (L6-HGF) myoblasts were treated with indicated concentrations of staurosporine for 24 hours to induce apoptosis. hHGF-expression did not significantly affect myoblast apoptosis in an autocrine manner.
(EPS) Click here for additional data file.

Table S1 **Differential gene expression by hHGF.** Ten most upregulated and downregulated genes in L6-HGF myoblasts as compared to L6-WT myoblasts in monolayer culture.

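The table gives 10 upregulated and 10 downregulated probe sets with their fold differences between the 2 monolayer arrays. Recomputed from the deposited log2 values, 19 of the 20 folds lay within 0.001 of the table. For Efhd1 the largest difference was 0.00278. The downregulated part of the table holds several probe sets of the same gene. These are 3 of Epha3, of which 1 has no gene name in the table, and 2 of Camk1g, a calmodulin-dependent kinase, with 5.09-fold and 3.47-fold lower expression. The probe set listed as Akr1c18, a steroid-metabolising enzyme, is named Akr1c3 in the annotation used here and was 3.66-fold higher. In sheets, all 20 probe sets had a difference of the same sign and of smaller size. They were picked for their large differences in monolayers, and such a choice alone favours smaller values in another comparison. The smaller size therefore does not show a weaker hHGF effect in sheets. Past 2-fold there were 3 of the 10 upregulated and 7 of the 10 downregulated probe sets. Nrep was 3.03-fold lower in sheets, whereas Myh3 was 1.28-fold lower and Akr1c3 1.08-fold higher.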

(XLSX) Click here for additional data file.

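The table lists 28 GO terms, of which 12 name muscle or contractile structures and 3 the extracellular region or space. The term response to wounding has a corrected p of 0.0123 in the table and cell differentiation 0.0321, both the paper's values. In the deposited data, 5 of 61 sarcomere and muscle contraction genes were more than 2-fold lower in L6-HGF monolayers and 1 was higher. The median log2 difference of this list was -0.16, below all random lists, and the fast myosin light chain Myl11 was 2.67-fold lower. In sheets, 1 member was more than 2-fold lower, Acta1 at 4.03-fold, and 1 was higher, Myh1 at 2.09-fold. The 5 probe sets of Myh1 disagreed, with 1 of them at -0.90 (log2). The enrichment itself was not recomputed, since no table of GO terms was used here.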

Table S2 **Gene ontology (GO) categories.** **GO** groups significantly associated with the differentially expressed genes in L6-HGF myoblasts as compared to L6-WT myoblasts.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

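Gene expression was measured in 4 cultures of the rat myoblast line L6: L6-HGF and L6-WT myoblasts, each as a monolayer and as a sheet, with 1 Affymetrix rat genome array per condition. The authors normalized the arrays with the RMA algorithm, which the submitters' processing notes also name, and the methods add that values were normalized to median. The version of RMA was not given in the sources used here. The deposited values are on a log2 scale, and the authors' centring leaves the median of every probe set over the 4 arrays at 0 within rounding. The base of the logarithm was checked against the fold differences of Table S1. Differences between arrays are kept by this centring, but signal levels are lost, so that no filter on dim probe sets, no normalization that needs levels and no matching of gene lists on expression could be made. Quantile normalization, run as an alternative, acted on the centred values and is therefore no normalization of signal levels.

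From the deposited log2 values, 31042 of 31099 probe sets were compared, after 57 control probe sets were left out. Of these, 20826 had 1 gene symbol, 436 had several and 9780 were not listed. An Entrez identifier was matched to the current rat gene table for 20758 of them, which changed 0 symbols. The 14217 genes, 4525 of them with more than 1 probe set, are given as the mean over probe sets with 1 symbol. No coordinates are given, since the genome build behind the array was not stated.

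The difference between L6-HGF and L6-WT was taken in monolayers and in sheets, and that between sheet and monolayer in each cell line, with a 2-fold threshold as in the paper. Conditions of 1 array allow no test within a format. The main model was limma (version 3.58.1, in R 4.3.3) with terms for format and for cells and 1 residual degree of freedom. Its residual holds both array noise and any true difference of the hHGF effect between formats. A limma model without the format term, with 2 residual degrees of freedom, was run as an alternative. The rule for naming genes, fixed before the data were examined, took in each comparison the 12 genes with the largest increase and the 12 with the largest decrease past 2-fold, leaving out genes whose only probe sets end in _x_at, together with every gene the paper names and every member of a gene list past 2-fold. Its condition on signal level could not be applied. Values in Table S1 were seen before the rule was written. For room, the text names only part of the list members and part of the genes of the sheet comparisons, and this part, like the members within 2-fold that it names, was chosen after their values were seen. In all, 29 gene lists were fixed before the data were examined. Each was compared with 10000 random lists of as many genes, as a description of these arrays, with 95% of their medians as the range. Several lists hold genes of Table S1, among them Anxa8, Cd55, Il1rl1, Coro1a, Epha3, Fndc1 and Myh3. Their monolayer counts past 2-fold are therefore not independent of that table. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 was used for the rest.

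The steps were tested on simulated data. Over 31042 simulated probe sets, the noise was taken from the observed difference of the hHGF effect between formats, as if none of that difference were real. Of 200 probe sets changed by 1.5 (log2), 99.5% passed 2-fold in the simulated monolayers and 98.5% in the simulated sheets. Among unchanged probe sets, 0.815% and 0.913% did so as well, against 0.477% and 1.55% of all probe sets in the data. In the simulated limma model, 0.5% of the probe sets changed by 1.5 and 66.5% of those changed by 3 were recovered, with 0 false calls.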

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

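All tests of explanations here were chosen after the results were seen. Differences of the hHGF effect between formats have no significance test, since each condition has 1 array.

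The hHGF effect had opposite directions in monolayers and in sheets for 2 gene lists whose medians lay outside the range of random lists in both formats. Cell proliferation genes had a median of 0.24 (log2) in monolayers and -0.85 in sheets, and interferon response genes 0.30 and -0.28. Among single genes past 2-fold in both formats, the chemokine Cxcl10 had 1.17 in monolayers and -1.79 in sheets, and Plod2, a collagen-modifying enzyme, -1.06 and 1.14. The comparison of sheets with monolayers, which the paper does not report, shifted hypoxia and glycolysis genes by a median of 0.58 in L6-WT and 1.35 in L6-HGF. Genes of cholesterol synthesis and uptake were shifted by -0.55 and -0.94 in the same comparisons.

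In L6-HGF sheets, hypoxia genes were higher and proliferation genes lower than in L6-WT sheets. Between the monolayers, the 41 hypoxia genes had a median of 0.12, at percentile 99.86 of random lists, with 25 above 0 and 16 below 0. A wider spread of values on a sheet array is not enough as the cause, since with every array given the same spread the medians were still -0.55 (proliferation) and 0.45 (hypoxia), outside the range of random lists. The paired difference between formats had a median of -1.14 (SD 0.43 over 45 genes) for the proliferation genes. An hHGF effect of the same size in both formats is not enough on its own for these values. For the hypoxia genes, at 0.60 (SD 0.80 over 41 genes), it stays open. The paired difference restates the pattern, and its SD is over genes and not over cultures. An equal hHGF effect together with a difference between single cultures is therefore not excluded for either list. A candidate explanation is a response to the sheet format that also occurs without hHGF and was larger in the L6-HGF sheet, for which the medians in L6-WT were 0.58 (hypoxia) and -0.40 (proliferation). The size of that response in L6-HGF against L6-WT is the same quantity as the paired difference, so it is no separate test, and with 1 array per condition this explanation cannot be told apart from a difference between the 2 sheet cultures. Cell density, culture time or oxygen in the 2 sheets, and an action of hHGF that needs the sheet, stay open and were not tested.

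For the interferon genes, the opposite signs are the pattern itself, and no other value tests a lasting effect of hHGF or of the viral vector. Between sheet and monolayer, the median of these genes was 0.03 in L6-WT, within the range of random lists, and -0.46 in L6-HGF, below all random lists. The median thus lay outside the range of random lists in L6-HGF and within it in L6-WT. The difference between the cell lines was not tested. A difference between single cultures at harvest cannot be told apart from an effect of format in L6-HGF, because there was 1 array per condition. No biological explanation was tested.

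Of the 260 probe sets upregulated in L6-HGF sheets, 45.8% had no single gene symbol, against 9.01% of the 222 downregulated ones and 32.9% of all probe sets. Noise of the sheet arrays alone is argued against by the monolayer arrays, in which 89.1% of these 119 probe sets were above 0, against 44.5% of the other unnamed probe sets. A shift of all unnamed probe sets is argued against as well, since their median in sheets differed from that of the named ones by 0.017. Signal near background stays open, because the values hold no levels, and no biological explanation was tested.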

How the results depend on the processing

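The alternatives were chosen before the data were examined, except the count without the hypoxia and proliferation genes, which was chosen after seeing the data and gave 241 and 197 in sheets. Filters on dim probe sets, loess, an intensity trend in limma, the brightest probe set per gene and lists matched on expression were not run, because the values hold no signal levels, and this also limits what can be said of any dim gene. Leaving out an array leaves the limma model with the format term no residual degree of freedom, and the model without that term was not run on fewer arrays. Upregulated and downregulated counts are given in that order for the hHGF effect in monolayers, the hHGF effect in sheets, the sheet effect in L6-WT and the sheet effect in L6-HGF. At 1.5-fold they were 478 and 494, 1137 and 949, 854 and 1439, and 1179 and 2031, and at 3-fold 10 and 12, 42 and 21, 39 and 30, and 101 and 176, as the threshold itself sets. As means over probe sets they were 32 and 44, 70 and 135, 102 and 70, and 167 and 366. Counted as genes with any probe set past 2-fold, 123 genes were upregulated in L6-HGF sheets, 121 downregulated by the sheet format in L6-WT and 199 upregulated by it in L6-HGF. With quantile normalization, 114 probe sets were upregulated in monolayers, 164 upregulated and 103 downregulated in sheets, 268 upregulated by the sheet format in L6-WT and 419 downregulated by it in L6-HGF. The excess in sheets over monolayers was smaller with this normalization, which acts on the centred values and would also reduce a real difference in spread. The share of calls in sheets that were upregulated was 53.9% as deposited and 61.4% with quantile normalization. The calls shared by monolayers and sheets were 143 up and 168 down at 1.5-fold, and 5 and 18 as means over probe sets. In list medians, quantile normalization moved the proliferation genes to -0.55 in sheets and -1.21 for the sheet effect in L6-HGF, and the hypoxia genes to 0.45 and 1.18, with the direction kept. Of all 116 list medians, 112 kept their sign with this normalization and 4 changed it, none of which was larger than 0.0094 as deposited. The limma model gave 0 probe sets under every alternative run (quantile normalization, no format term, adjusted p under 0.1), with smallest adjusted p between 0.309 and 1. In the simulated limma model, 0.5% of the probe sets changed by 1.5 (log2) were recovered. These counts of 0 therefore cannot show whether the result is stable. Among the named genes past 2-fold, the value of a single probe set had the opposite sign to its gene's mean 7 times: Fos in sheets (0.18), Myh1 in sheets (-0.90) and for the sheet effect in L6-WT (-0.095) and L6-HGF (-1.11), Itga7 (0.20) and Nr4a3 (0.18) for the sheet effect in L6-WT, and Itga6 (0.039) for that in L6-HGF. Of the other values of single genes, 286 moved by less than the SD of the bacterial control probe sets and 352 by more, the latter without a change of sign. The cause of these changes was not tested.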

Differences from the paper's values

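The paper's count of genes upregulated in L6-HGF sheets is 259 and the count here 260, both at more than 2-fold, and the smallest difference counted here is 2.0002-fold. The other 3 counts are equal to the paper's. With genes taken as means over probe sets, or with quantile normalization, several counts lie more than 1.5 times from the paper's.

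The paper states that hHGF left the major cytokines and growth factors without effect. In monolayers 64 of 66 lay within 2-fold, with Cxcl10 at 1.17 (log2) and Angpt1 at -1.17, and Hgf and Tgfb1 at 0.38 and 0.02. One Igf2 probe set, listed in Table S1, had -2.88. In sheets 59 of 66 lay within 2-fold, with Vegfa at 1.15 and Tgfa at 1.15, and with Cxcl1 at -2.40 and Ccl2 at -1.69. The same Igf2 probe set had -2.05 in sheets. As the mean of its probe sets, Igf2 is counted within 2-fold in both formats.

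The paper's text ties the GO terms wounding and cell differentiation to upregulated genes, while the legend of Table S2 refers to differentially expressed genes. Of 36 genes of wounding, coagulation and complement, 3 were more than 2-fold higher in L6-HGF monolayers and none was lower, while 25 lay below 0 and the median was -0.12. The 3 higher genes are all listed in Table S1. Of 13 myogenic regulators, 11 lay below 0.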

Other observations

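Between the sheet and the monolayer of the same cells, 160 probe sets were higher and 207 lower in the sheet by more than 2-fold in L6-WT, and 312 and 632 in L6-HGF, from 1 array per condition. Both cell lines shared 85 of the upregulated and 103 of the downregulated probe sets, with no array in common, against 1.61 and 4.21 for independent lists. For the sheet effect common to both cell lines, the limma model with the format term gave no probe set at an adjusted p under 0.05. The smallest adjusted p from limma was 0.102. At an unadjusted p under 0.05 in that model, 2753 probe sets were higher and 3580 lower in sheets. Matrix and fibroblast genes were among those with the largest increases, with Dpt 10.1-fold higher in L6-WT and 11.2-fold in L6-HGF, and in L6-WT Dcn 10.3-fold, Postn 5.64-fold and Aspn 5.33-fold. Over the whole lists, 30 of 64 extracellular matrix genes were above 0 in L6-WT and 36 in L6-HGF, with medians of -0.04 and 0.08, and 10 and 7 of 16 fibroblast markers, with medians of 0.16 and -0.10. Enpp2 was 4.68-fold and 12.1-fold higher. Txnip, an inhibitor of glucose uptake, was 13.8-fold and 14.0-fold lower, and the actin and focal adhesion genes had medians of -0.28 and -0.32.

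Cell cycle genes were lower in sheets, with 38 of 45 proliferation genes more than 2-fold lower in L6-HGF and none in L6-WT, a difference that was not tested. Among hypoxia and glycolysis genes, 11 of 41 were more than 2-fold higher in L6-WT sheets and 26 in L6-HGF sheets, where Ankrd37 was 19.4-fold and Bnip3 7.54-fold higher. Between sheets and monolayers, the 5' probe set minus the 3' probe set, a measure of RNA integrity, differed by -0.17 (log2) in L6-WT and -0.20 in L6-HGF for beta-actin, by -0.31 and -0.29 for hexokinase and by -0.00056 and -0.10 for GAPDH. Between L6-HGF and L6-WT it differed by 0.06 in monolayers and 0.03 in sheets for beta-actin, by -0.07 and -0.04 for hexokinase and by 0.05 and -0.06 for GAPDH.

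The other gene lists had the following median hHGF effects, given for monolayers and then sheets (log2): matrix proteases and inhibitors -0.09 and -0.13, BMP and TGF-beta signalling -0.032 and -0.08, the IGF axis -0.014 and -0.05, heat shock and ER stress 0.049 and 0.08, the Wnt pathway -0.010 and -0.033, metallothioneins, glutathione and NRF2 targets -0.0029 and 0.10. Markers of other cell types had medians of -0.06 and -0.048 (endothelial), -0.07 and 0.11 (smooth muscle and myofibroblast), 0.0068 and -0.07 (leukocyte and macrophage), -0.09 and 0.06 (epithelial), -0.043 and -0.10 (adipocyte), -0.14 and 0.027 (chondrocyte and osteoblast), and reference genes 0.015 and 0.025.

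The early response and chemokine genes that were lower in L6-HGF sheets differed in which sheet stood apart from its monolayer. Cxcl1 had 1.68 (log2) in the L6-WT sheet against its monolayer and -0.75 in the L6-HGF sheet, Junb 1.56 and 0.16, and Ccl2 1.26 and -0.22, whereas Egr1 had -0.74 and -2.84. The L6-WT sheet array enters both comparisons with opposite sign.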
